A study of Mus musculus with 5 samples. Its data were reported in "Synovial sarcoma reprograms transcription by GBAF activation of polycomb targets and loss of CBAF enhancers" (2025).

How the data were processed

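Synovial sarcoma (SyS) tumours were harvested from *hSS2* mice, in which the human *SS18::SSX2* fusion is switched on by TATCre protein injected into the limb, and were dissociated into single cells. Libraries were made with droplet-based 3′ chemistry with unique molecular identifiers (UMIs), which count each captured RNA molecule 1 time. Per the file headers, the authors counted reads with Cell Ranger 7.2.0, and the deposited values are raw UMI counts per gene and cell in its filtered matrices, so droplets that Cell Ranger took for empty had been removed and nothing else. No cell in these matrices had fewer than 500 UMIs. The counts were neither normalized nor corrected for free RNA, each matrix held 1 tumour, and no deposited cell annotation was used here. Of 32286 feature identifiers, 32235 occurred in the GENCODE mouse release M21 annotation of genome build GRCm38, which supplied all coordinates below. The release of the reference used by Cell Ranger was not stated.

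Tumours were grouped by the histology written in the labels, namely biphasic (BP, 2 tumours), monophasic (MP, 1), mixed monophasic and biphasic (MP+BP, 1) and mixed poorly differentiated and monophasic (PD+MP, 1). The labels of both BP tumours share their leading number, whose meaning was not stated. Their SyS-like sums differed well beyond counting noise, with a median chi-square per gene of 8.34 over 16746 genes against 0.455 for noise alone, which shows only that they are not 1 library deposited 2 times. The labels list them as separate samples and they were counted as 2. Whether they come from 1 animal was not stated, so n = 2 for BP and n = 3 for the biphasic side may overstate how many independent tumours there were.

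Cells were kept with at least 750 detected genes and a mitochondrial share of at most 25%, the filters that the study's methods state. Doublets were scored per tumour with the Scrublet routine of scanpy 1.11.5 at an expected share that grew with the number of cells scored, from 5.87% in BP replicate 1 to 8.70% in BP replicate 2. Scrublet's automatic threshold marked no cell of MP+BP, so the highest scores in each tumour up to the expected share were removed instead. This rule was set after that result had been seen, and the automatic threshold is among the alternatives. Features were the 3000 genes with the highest variance of analytic Pearson residuals (overdispersion parameter 100), ranked within each tumour, from genes detected in at least 50 cells. All gene lists tested below, mitochondrial, ribosomal protein, haemoglobin and sex-linked genes and the EGFP entry were kept out of the features. The first 30 principal components gave a graph of shared neighbours among 20 nearest neighbours, clustered by the Leiden algorithm (leidenalg 0.10.2) at resolution 1, without batch correction.

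Clusters were named "X-like" from markers fixed before the data were examined. A marker was counted for a cluster when its CPM (the UMI count scaled to a common total) reached 3 times the 25th percentile of the clusters (with 1 CPM added), 25% of the highest cluster, and when at least 5% of the cells held a UMI. The class with most such markers gave the name, with at least 3 required. A cluster whose 10 leading genes held more markers of another class, or whose cells had a median UMI count under 33.3% of their tumours' with no own marker among those 10 genes, stayed unnamed. The scoring was changed after a first rule, which ranked classes by the share of their markers without the condition on the highest cluster, had given erythroid and mast names to clusters led by SyS genes. The first rule is among the alternatives. Names are therefore rebuilt here and differences from the study's clusters may come from them. Fibroblast-like and pericyte-like cells together are called stromal.

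Counts were summed per tumour and class and tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). SyS-like sums were set against stromal sums with the tumour as a block, since both classes of a pair come from the same animal's tumour, and clustering features were left out of the counts of calls. SyS-like sums of the 3 tumours with BP in the label were set against the 2 without. The lists were the study's sarcomagenesis activated (SAT, 185 genes) and maintained active (MAT, 371 genes) transcription lists, 19 BAF subunit genes, 12 epithelial and 12 mesenchymal genes. Of the SAT list, 11 genes were naming markers and were left out. Lists were tested as sets with camera (preset correlation 0.01), camera with an estimated correlation and fry, all from limma 3.58.1. Genes named in the text followed a fixed rule. These were the genes of the study's text, the epithelial list and the BAF list. To these were added the 10 SAT genes with the largest called change in all tumours, the 5 highest and 5 lowest genes outside the lists by the same criterion, up to 10 genes called for the biphasic label, and per tumour the 5 genes at 100 CPM or more with the highest ratio to the other tumours. One gene that this rule selects is not reported here.

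Shares of cells with a UMI of a gene were computed on cells thinned to 3000 UMIs, leaving out shallower cells. A cell counted as cycling with at least 2 UMIs over 10 cycling genes (*Mki67*, *Top2a*, *Cenpf*, *Birc5*, *Ccnb1*, *Ube2c*, *Cdk1*, *Tpx2*, *Nusap1* and *Hmmr*). Intervals are 95% exact binomial (Clopper-Pearson) for shares and exact Poisson for CPM, and cover counting error only. Where a count was 0, the limit is the share that 3 counts would give. For pairs of markers a log odds ratio per tumour (0.5 added to each entry of the 2 by 2 table) was tested over tumours with an exact two-sided sign-flip permutation test, whose smallest p-value is 0.062 with 5 tumours. Groups of 1 tumour were compared by value without a test.

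The test was run on simulated data first. With counts drawn for the 18225 genes of the SyS-like against stromal comparison and 200 genes changed, 78 (39%) were recovered, 61% of those changed by 2 on the log2 scale, with 3 false calls. With the 20781 genes of the comparison by biphasic label, 17 (8.5%) were recovered, 17% of those changed by 2 on the log2 scale, with 2 false calls.

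Alternatives fixed before the data were examined were DESeq2 1.42.0 with its size factors, no scaling beyond total counts, no filter beyond 1 count, at least 10 counts in every sum, each tumour left out, no tumour block, endothelial-like, macrophage-like, fibroblast-like or pericyte-like cells as comparator, mitochondrial limits of 20% and 30%, minimums of 500 and 1500 genes, doublets kept, clustering on log-normalised values, Leiden resolutions 0.5 and 2, all genes allowed as features, equal numbers of SyS-like cells per tumour, thinning to 2000 or 5000 UMIs or none, 1 or 3 cycling UMIs, and the mean of CPM over cells. Added after the data were seen were the naming rule first tried, doublets at the automatic threshold, SyS-like sums thinned to the stromal depth, and the cell filters and clustering settings for the BAF list. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and igraph 0.11.9, and R 4.3.3.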

Results

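Single-cell RNA-seq was performed on 5 synovial sarcoma (SyS) tumours from mice expressing the *SS18::SSX2* fusion, the oncogene of this cancer. The labels placed 2 tumours in BP, and 1 each in MP, MP+BP and PD+MP. Biphasic (BP) tumours contain an epithelial component beside the spindle cells that make up monophasic (MP) ones, and PD stands for poorly differentiated. Groups with 1 tumour have no replicate error, so values between labels are compared without a test unless stated. The matrices held 51670 called cells, with 8931 and 11565 in BP replicates 1 and 2, 9724 in MP, 11448 in MP+BP and 10002 in PD+MP. Total UMI counts were 89996321 and 118649103 in BP replicates 1 and 2, 101446286 in MP, 94411087 in MP+BP and 93683269 in PD+MP. After filtering, 39264 cells (76.0%) remained. Of those removed, 8488 had too few genes, 666 exceeded the mitochondrial limit and 3252 scored as doublets. The median UMI count of kept cells lay between 6315 in MP+BP and 8555 in BP replicate 1.

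The first question was which cells the tumours contained. The kept cells formed 31 clusters, of which 18 were named SyS-like and held 28617 cells (72.9%). The SyS-like share of kept cells was 65.6% (95% interval 64.5% to 66.8%) in BP replicate 1 and 80.8% (80.0% to 81.6%) in BP replicate 2, a mean of 73.2% ± 10.7 (SD, n = 2). It was 62.5% (61.4% to 63.6%) in MP, 69.6% (68.6% to 70.5%) in MP+BP and 82.3% (81.4% to 83.1%) in PD+MP. The 2 BP tumours spanned most of the range over all labels, so the labels could not be separated by this share. The naming rule first tried moved this share most, to 19.1% and 24.0% in BP replicates 1 and 2, since it gave other names to clusters led by SyS genes. The values of MP and MP+BP moved most with at least 1500 genes per cell, to 76.3% and 85.9%, the latter then above PD+MP (83.1%). Macrophage-like cells made up 6.06% of MP+BP, 6.49% of MP, 11.7% of PD+MP and 11.9% ± 2.4 (SD, n = 2) of BP. Endothelial-like cells made up 1.0% (0.80% to 1.26%) of PD+MP, 6.08% of MP+BP, 8.90% of MP and 7.76% ± 2.6 (SD, n = 2) of BP. Stromal cells were few, at 1401 in all, and 1257 of them were pericyte-like. Fibroblast-like cells numbered 123 in PD+MP, 14 in MP+BP, 7 in BP replicate 1, and 0 in BP replicate 2 and in MP, so they formed 76.4% of the stromal cells of PD+MP and at most 5.43% elsewhere. A total of 2014 cells stayed unnamed, making up 10.6% of MP and 11.9% of MP+BP, but 2.60%, 0.34% and 0.50% of BP replicates 1 and 2 and PD+MP. The larger unnamed cluster, of 1879 cells, carried 7 SyS markers at a median of 2251 UMIs. It held 726 cells of MP and 1003 of MP+BP, so their SyS-like shares, and the place of MP as the lowest, depend on leaving it unnamed. In 17 of the 18 SyS-like clusters more than 50% of the cells came from 1 tumour, and in 4 clusters more than 90% did.

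**Figure D1:**
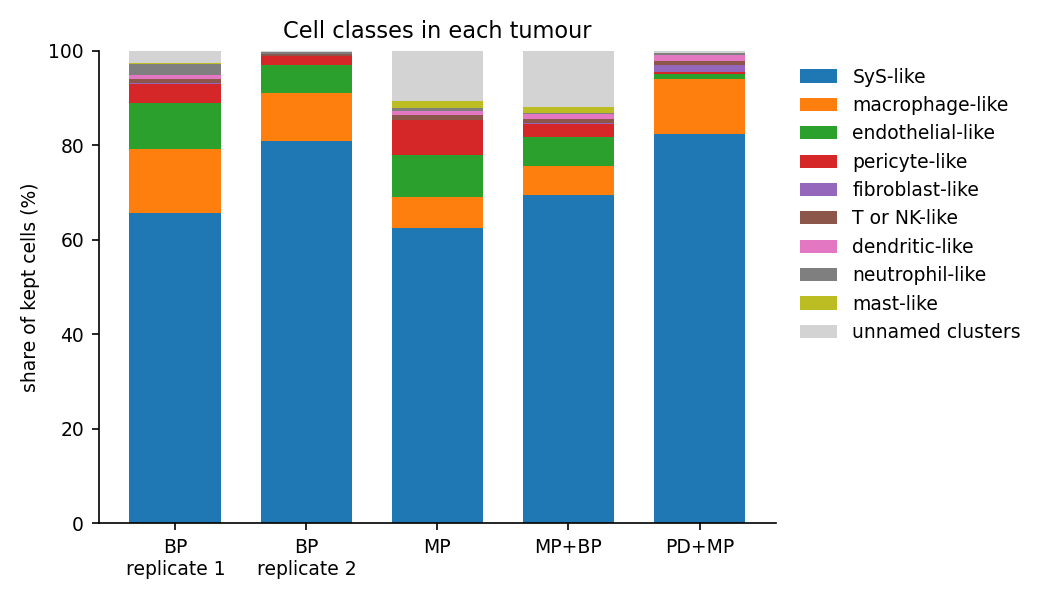
Share of kept cells (y axis, %) in each cell class for each of the 5 tumours (x axis), as stacked bars. SyS-like cells form the largest class in every tumour, from 62.5% in MP to 82.3% in PD+MP, and unnamed clusters reach 11.9% in MP+BP.

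Expression in SyS-like cells was then compared with that in the stromal cells of the same tumours, which stand in for untransformed mesenchyme. Of these 1401 cells 1257 were pericyte-like, while the study compared SyS cells with mesenchymal cells of origin. A difference can therefore also reflect features of pericytes. UMI sums per tumour ranged from 66341753 to 92108528 in SyS-like and from 745940 to 2709808 in stromal cells, a ratio between 27.3 and 123. Among 18225 genes tested, 15811 were no clustering feature. Of these, 2600 were higher and 1405 lower in SyS-like cells (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, 5 pairs). With clustering features included, 2966 were higher and 2398 lower, so the excess of higher genes was smaller. The median log2 fold change of all genes was 0.16, and list medians below are also given relative to the other genes. The macrophage-like comparator moved the counts most, to 5860 and 3441 genes. Without scaling beyond total counts 4443 genes were higher, 81.2% of the calls against 64.9% with scaling, and the median shift was 0.41. Leaving out BP replicate 1 reduced the counts to 1612 and 919. Among the largest increases outside the lists were those in *Gm6999*, *Gm12116*, *Hoxa13* and *Trim9*. None of these had a stromal UMI, and they were at least 16.3-, 10.7-, 10.6- and 8.63-fold higher in SyS-like cells. These bounds set the mean CPM over tumours against 3 counts in the pooled stromal sums, so they need not hold within each tumour. The call for *Hoxa13* was lost without PD+MP and without the tumour block, and that for *Trim9* with doublets kept, with adjusted p over the edgeR and DESeq2 alternatives from 3.5e-05 to 0.12 and from 4.6e-04 to 0.18. *Hoxa13* was at 4.33 ± 7.37 CPM (SD, n = 5) in SyS-like cells. *Gm6999* overlaps *Olfm4* on the same strand, so its reads are uncertain. The largest decreases were in *Olfr78*, *Serpina1d*, *Olfr560*, *Mrgprf* and *Cyp4a32*, each with 0 to 3 UMIs in all SyS-like cells. *Serpina1d* and *Olfr560* had none and were at least 292- and 277-fold lower by a like pooled bound. The ratio of stromal to SyS-like counts was 2337 (counting interval 399 to 94287) for *Olfr78*, 1677 (281 to 68200) for *Mrgprf* and 525 (164 to 2684) for *Cyp4a32*. *Olfr78* and *Olfr560* overlap on the same strand, as do *Serpina1d* and *Serpina1b*, and these genes belong to families of similar genes, so the split of reads between members is uncertain.

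The study defined SAT genes as silent in the mesenchymal cells of origin and active in SyS cells, and used MAT genes, active in both, as a comparison. Both lists were drawn from tongue cells and tongue tumours of another mouse model, not from the limb tumours compared here. Of the SAT list, 164 genes were tested. Their median log2 fold change in SyS-like over stromal cells was 2.52, or 2.49 with the 2 genes without stromal UMIs set to their bounds, against 0.15 for all other genes. It was positive in 158 genes. Over all genes tested 115 SAT genes were higher and 3 lower, and adjusted over the list alone 129 were higher and 3 lower. The set differed from the other genes with camera (p = 4.16e-27), with camera at the estimated correlation (p = 0.018) and with fry (p = 7.02e-05). Of the SAT genes 52 had fewer than 10 stromal UMIs. When at least 10 counts were required in every sum, 15 could be tested, and 13 of these were higher and 1 lower. MAT genes did not differ from the other genes by camera. Their median over 355 genes was 0.03, which is -0.14 relative to the others, with 40 higher and 35 lower over all genes and 28 and 26 adjusted over the list alone (camera p = 0.54 at the preset and 0.64 at the estimated correlation, fry p = 0.74). The result with fry, which tests a list for a shift from 0 and not from the other genes, depended on the setting, with p-values by fry of 0.0012 without scaling, 0.010 with at least 10 counts in every sum, 0.0024 against macrophage-like cells, 0.013 with the naming rule first tried and 0.0015 with SyS-like sums thinned to the stromal depth.

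**Figure D2:**
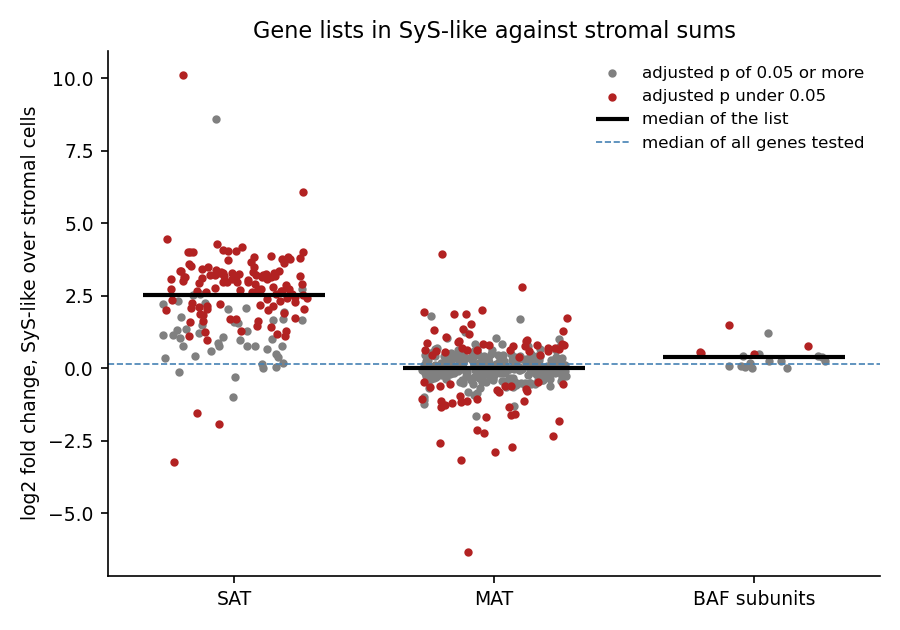
Log2 fold change of SyS-like over stromal sums (y axis) for the tested genes of the SAT, MAT and BAF subunit lists (x axis), with red points at an adjusted p under 0.05 and black lines at the list medians. The SAT median lies at 2.52, far from the dashed line of all genes at 0.16, while those of MAT (0.03) and BAF (0.38) lie near it.

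By the fixed rule, the leading SAT genes were *Cbln4*, *Spint1*, *Adgrb3*, *Esrp1*, *Reln*, *Nxph1*, *Hes5*, *Insm1*, *Fstl4* and *Hs6st3*, all higher in SyS-like cells of 5 of 5 tumours. *Cbln4* (chromosome 2, 172036233 to 172043466) had no stromal UMI and was at least 10.9-fold higher by the pooled bound. *Spint1* (chromosome 2, 119237362 to 119249527) had 1 stromal UMI and a ratio of summed CPM of 62.7 (counting interval 11.2 to 2477). *Esrp1* (chromosome 4, 11331933 to 11386783) had 3 stromal UMIs and a ratio of 29.2 (9.99 to 142). *Adgrb3* (chromosome 1, 25067476 to 25829707) reached 2233 ± 525 CPM (SD, n = 5) in SyS-like cells, with a log2 fold change of 4.46 (SE 0.30, edgeR adjusted p = 2.1e-05). Transcripts of other annotated genes overlap it on the same strand. *Reln* (chromosome 5, 21884454 to 22344702) changed by 4.17 (SE 0.24, edgeR adjusted p = 8.5e-06). The other five changed by between 4.02 and 4.09, with adjusted p between 8.5e-05 in *Hes5* and 0.0017 in *Fstl4*. *Adgrb3*, *Reln* and *Nxph1* were also among the leading genes of SyS-like clusters, although no SAT gene was used for clustering. *Spint1* depended on the comparator and on doublets. Its log2 fold change was -0.95 against macrophage-like cells (edgeR adjusted p = 0.13, the largest over its alternatives, the smallest being 3.1e-06 with DESeq2), and 2.48 (edgeR adjusted p = 0.066) with doublets at the automatic threshold.

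The BAF chromatin remodelers are the study's subject, and the transcripts of 19 subunit genes were compared between the same sums. Their median log2 fold change was 0.38, which is 0.22 above that of the other genes, and all 19 were positive. The set was past 0.05 with camera (p = 0.032) and fry (p = 2.4e-04), but not with camera at the estimated correlation (p = 0.080). The call by camera at the preset correlation was lost with the endothelial-like (p = 0.39) and macrophage-like (p = 0.44) comparators. Over all genes 5 subunits were higher, and 6 adjusted over the list alone. These were *Smarca2* (log2 fold change 1.51, SE 0.23), *Dpf3* (1.22, SE 0.41), *Bicral* (0.79, SE 0.15), *Smarca4* (0.57, SE 0.14), *Arid1a* (0.54, SE 0.14) and *Pbrm1* (0.48, SE 0.14), with edgeR p-values adjusted over the list alone between 0.0027 and 0.050. *Dpf3* was past the threshold only in the adjustment over the list. The number of 6 fell to 2 without BP replicate 1, without MP or without MP+BP, and rose to 12 without scaling. Over all genes *Smarca4* was no longer called against macrophage-like cells, where it changed by 0.014, and *Bicral* and *Pbrm1* were not called against endothelial-like cells. Among the forms of the complex, *Brd9* and *Bicra* of GBAF changed by 0.02 (SE 0.21) and 0.19 (SE 0.19), *Arid1b*, *Dpf1* and *Dpf2* of CBAF by 0.42 (SE 0.17), 0.49 (SE 0.39) and 0.03 (SE 0.16), and *Arid2*, *Brd7* and *Phf10* of PBAF by 0.08 (SE 0.18), 0.24 (SE 0.15) and 0.07 (SE 0.16). Among subunits shared between forms, *Smarcb1* changed by 0.02 (SE 0.15), *Ss18* by 0.25 (SE 0.14), *Smarce1* by 0.25 (SE 0.15), *Smarcc1* by 0.42 (SE 0.16) and *Smarcc2* by 0.38 (SE 0.14). *Brd9*, *Bicra*, *Dpf2*, *Arid2*, *Brd7*, *Phf10*, *Smarcb1*, *Smarcc2* and *Smarce1* changed sign under at least 1 alternative. The *Ss18* count can include reads of the human fusion, which had no feature of its own.

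Among the genes taken from the study's text, *Epcam* was higher in SyS-like than stromal cells by 3.68 on the log2 scale (SE 0.31). *Sox2* was higher by 3.88 (SE 0.29), *Zic1* by 3.63 (SE 0.37), *Nnat* by 2.52 (SE 0.45) and *Tle1* by 1.02 (SE 0.19). Each was higher in 5 of 5 tumours, with edgeR adjusted p between 3.7e-05 and 0.0039. All of these also served to name the SyS-like class, so the differences are in part built in. *Penk*, another naming marker, did not differ (-0.70, SE 0.60, edgeR adjusted p = 0.42), with 9.99 ± 5.6 CPM in SyS-like and 16.9 ± 15.7 CPM in stromal cells (SD, n = 5). Its sign depended on the comparator. It was higher in SyS-like cells by 3.98 against endothelial-like cells (edgeR adjusted p = 3.3e-05, where its alternatives ranged up to 0.75) and by 1.24 against pericyte-like cells alone (edgeR adjusted p = 0.12). Among the 9 tested epithelial genes, which include the naming markers *Epcam* and *Krt8*, the median was 2.21, with 5 higher over all genes, 6 adjusted over the list alone, and fry p = 5.5e-04 (0.062 with camera at the estimated correlation). It fell to 0.84 with doublets kept and 0.90 with doublets at the automatic threshold, where p-values by fry were 0.070 and 0.077. The 12 mesenchymal genes had a median of -2.64, with 7 lower over all genes, 8 adjusted over the list alone, and fry p = 8.8e-05 (0.010 with camera at the estimated correlation), but were higher in SyS-like cells against the macrophage-like comparator, with a median of 2.46. One mesenchymal gene, *Col3a1*, is a fibroblast naming marker.

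To ask how expression differed with histology, SyS-like sums of the 3 tumours with a biphasic label were compared with those of the 2 without. The study classified each tumour on tissue next to the part that was sequenced, so a label may not match the sequenced cells. No gene among 20781 tested passed an adjusted p of 0.05 (edgeR), with 1181 higher and 856 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.36. In data simulated for this comparison 8.5% of the changed genes were recovered, so most changes of single genes were not detectable. One tumour on the side without a biphasic label, PD+MP, also differed from the other 4 in sex-linked transcripts, with *Xist* at 0.336 CPM in SyS-like cells of PD+MP and at 1508 CPM or more in the other tumours, and *Uty* at 135 CPM in PD+MP and at 0.0301 CPM or less elsewhere. No overlap between the 3 and the 2 tumours was found in 27.9% of the genes, 3625 higher and 2175 lower. Chance gives 20% only if all tumours are independent, which the shared leading number of the BP labels leaves open. The excess is therefore not taken as an effect of the label. DESeq2 called 451 genes higher and 112 lower, but 2 of the other splits of the tumours gave more. The epithelial list of 10 tested genes had a median log2 fold change of 1.12, with 7 positive. It was past 0.05 with camera at the preset correlation (p = 0.0011), but not at the estimated correlation (p = 0.10) or with fry (p = 0.066). Without BP replicate 2 the fry p-value was 0.016. Adjusted over the list alone, *Esrp1* (2.62, SE 0.38) and *Cdh1* (3.57, SE 0.73) were higher, and over all genes none was (edgeR adjusted p = 0.40 and 0.45). DESeq2, with which 2 of the other splits gave more calls, called both over all genes (adjusted p = 4.5e-08 and 2.3e-05). *Esrp1* (chromosome 4, 11331933 to 11386783) reached 18.1 ± 6.6 CPM (SD, n = 3) against 2.82 ± 0.48 CPM (SD, n = 2). *Cdh1* (chromosome 8, 106603351 to 106670246) reached 6.36 ± 3.6 CPM (SD, n = 3) against 0.507 ± 0.18 CPM (SD, n = 2). *Cldn7* (1.59), *Grhl2* (1.82) and *Muc1* (0.65) also did not overlap between the sides, although the nearest tumours lay within counting error for *Cldn7* (2.26 CPM in BP replicate 2, 2.25 CPM in MP) and *Muc1* (0.999 CPM in BP replicate 2, 0.951 CPM in PD+MP). *Cldn4* (2.93) and *Epcam* (0.53) did, and *Krt8* (-0.46), *Krt18* (-0.44) and *Cldn3* (-0.86) pointed the other way. *Krt7* and *Krt19* were too low to test, at no more than 0.211 CPM in any tumour. The mesenchymal list had a median of 0.40, SAT of 0.26, MAT of -0.06 and BAF of -0.14, with p-values by fry of 0.45, 0.14, 0.50 and 0.24, and none held a gene called over all genes tested. Adjusted over the list alone, 6 SAT genes were higher, and 2 mesenchymal genes were higher and 1 lower. Camera at the preset correlation was past 0.05 for SAT (p = 0.0063) and MAT (p = 0.027), in both cases not with the estimated correlation (p = 0.32 and 0.30).

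**Figure D3:**
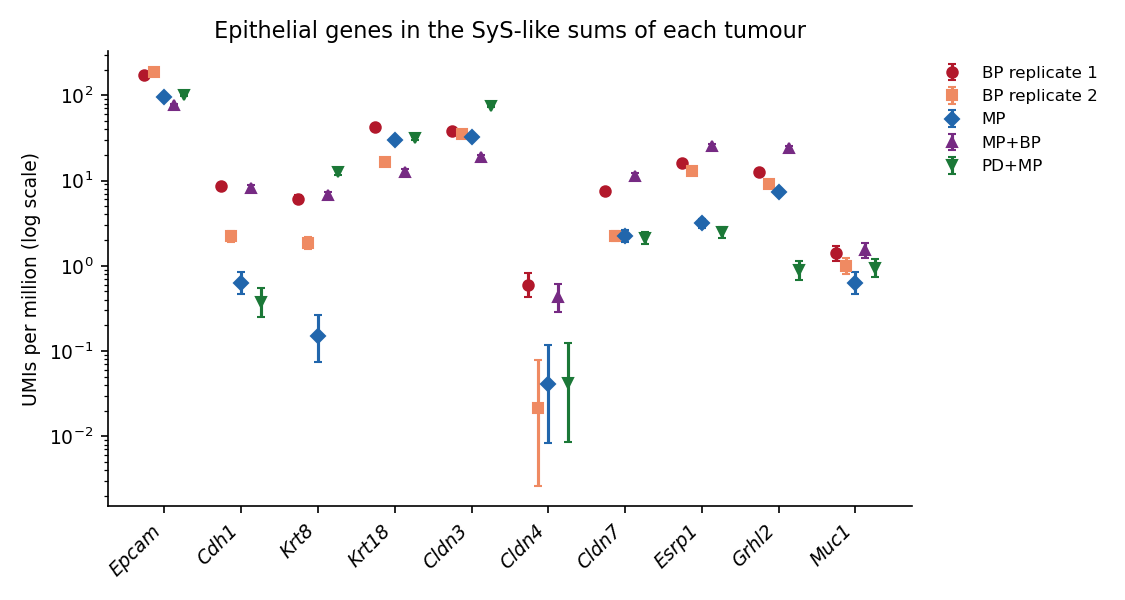
CPM (y axis, log scale) of the 10 tested epithelial genes (x axis) in the SyS-like sum of each tumour, with exact 95% Poisson intervals for counting error. *Esrp1* lies between 12.8 and 25.5 CPM in the tumours with a biphasic label and at 3.15 CPM or below in MP and PD+MP, whereas *Epcam* is lowest in MP+BP at 76.1 CPM.

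By label, *Epcam* (chromosome 17, 87635979 to 87651129) was at 181 ± 8.9 CPM (SD, n = 2) in SyS-like cells of BP, 95.8 CPM in MP, 99.6 CPM in PD+MP and 76.1 CPM in MP+BP, so MP+BP fell below both tumours without a biphasic label. *Zic1* (chromosome 9, 91358058 to 91365810) was at 147 and 146 CPM in BP replicates 1 and 2, and at 20.3 CPM in MP, 12.0 CPM in PD+MP and 7.36 CPM in MP+BP. *Nnat* (chromosome 2, 157560078 to 157562522) was at 220 ± 24.3 CPM (SD, n = 2) in BP, 295 CPM in MP+BP, 60.7 CPM in PD+MP and 8.87 CPM (8.20 to 9.57) in MP, near the 5.54 CPM (3.1 to 9.13) of the stromal cells of MP. *Penk* (chromosome 4, 4133531 to 4138819) was at 9.64 ± 1.8 CPM (SD, n = 2) in BP, 17.2 CPM in MP+BP, 11.6 CPM in PD+MP and 1.90 CPM in MP. *Tle1* ranged from 216 to 255 CPM and *Sox2* from 37.2 to 86.2 CPM. The genes that set each tumour most apart followed from the fixed ratio. Both BP tumours shared *En1* (chromosome 1, 120602418 to 120607992) and *Gm29478* (chromosome 9, 91404474 to 91562818). *En1* was at 150 and 268 CPM in BP replicates 1 and 2, and at 1.22 CPM or below in the rest. *Gm29478* lies beside *Zic1* and *Zic4*, and the labels of both BP tumours share their leading number. The rule also gave *B530045E10Rik*, *Slit2* and *Apcdd1* for BP replicate 1 and *Tafa5*, *Ecrg4* and *Zic4* for replicate 2, some of which were high in both. *Slit2* was at 355 and 265 CPM in BP replicates 1 and 2, *Apcdd1* at 979 and 969 CPM and *Zic4* at 99.4 and 123 CPM. *Ecrg4* was at 761.9 CPM in replicate 2 and at 10.6 CPM in replicate 1. MP was led by *Luzp2* (164 CPM), *Nlgn1*, *Kcnk2*, *Palmd* (159 CPM) and *Lekr1*, and MP+BP by *Pcp4* (288 CPM), *Palmd* (334 CPM, above MP), *Tmem132d*, *Npnt* and *Rbfox1*. PD+MP was led by *H19* (231 CPM), *Igf2* (1315 CPM), *Gap43* (177 CPM), *Pla2g7* (875 CPM) and *Qpct* (128 CPM), which were 516, 34.9, 35.2, 19.3 and 23.1 times the next highest tumour. The stromal cells of PD+MP also held 113 CPM of *H19*.

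The study shows where transcripts of *Epcam*, *Penk*, *Nnat* and *Zic1* lie in its spatial data. The share of SyS-like cells with each was therefore measured. Cells were thinned to 3000 UMIs, which left out between 172 SyS-like cells in MP and 1153 in PD+MP. *Epcam* was found in 31.8% ± 0.84 (SD, n = 2) of BP cells, 22.7% (95% interval 21.5% to 24.0%) in MP, 22.0% (20.9% to 23.2%) in PD+MP and 8.97% (8.22% to 9.76%) in MP+BP, against 0.70% to 2.88% of macrophage-like cells. Without thinning the values were 60.3% and 57.0% in BP replicates 1 and 2, 54.7%, 43.0% and 20.5%. *Zic1* was found in 31.7% ± 0.43 (SD, n = 2) of BP cells, 5.17% (4.53% to 5.87%) in MP, 3.48% (3.00% to 4.01%) in PD+MP and 2.23% (1.85% to 2.66%) in MP+BP. Macrophage-like cells held it in at most 1.75%, and in 0 of 428 in MP, which allows a share of up to 0.70%. *Nnat* was found in 42.0% ± 2.9 (SD, n = 2) of BP cells, 37.7% (36.4% to 39.0%) in MP+BP, 15.8% (14.9% to 16.8%) in PD+MP and 2.78% (2.31% to 3.32%) in MP. The share in MP overlapped that of its macrophage-like cells (1.87%, 0.81% to 3.65%) and lay above that of its endothelial-like cells (0.444%, 0.0539% to 1.60%). No order is drawn between BP and MP+BP, where the CPM ran the other way. *Penk* was found in 2.41% ± 0.67 (SD, n = 2) of BP cells, 4.36% (3.84% to 4.94%) in MP+BP, 1.48% (1.17% to 1.84%) in PD+MP and 0.371% (0.212% to 0.602%) in MP, where macrophage-like cells gave 0.467%. Median UMI counts before thinning were 8082 to 11003 in SyS-like and 4339 to 6968 in macrophage-like cells.

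**Figure D4:**
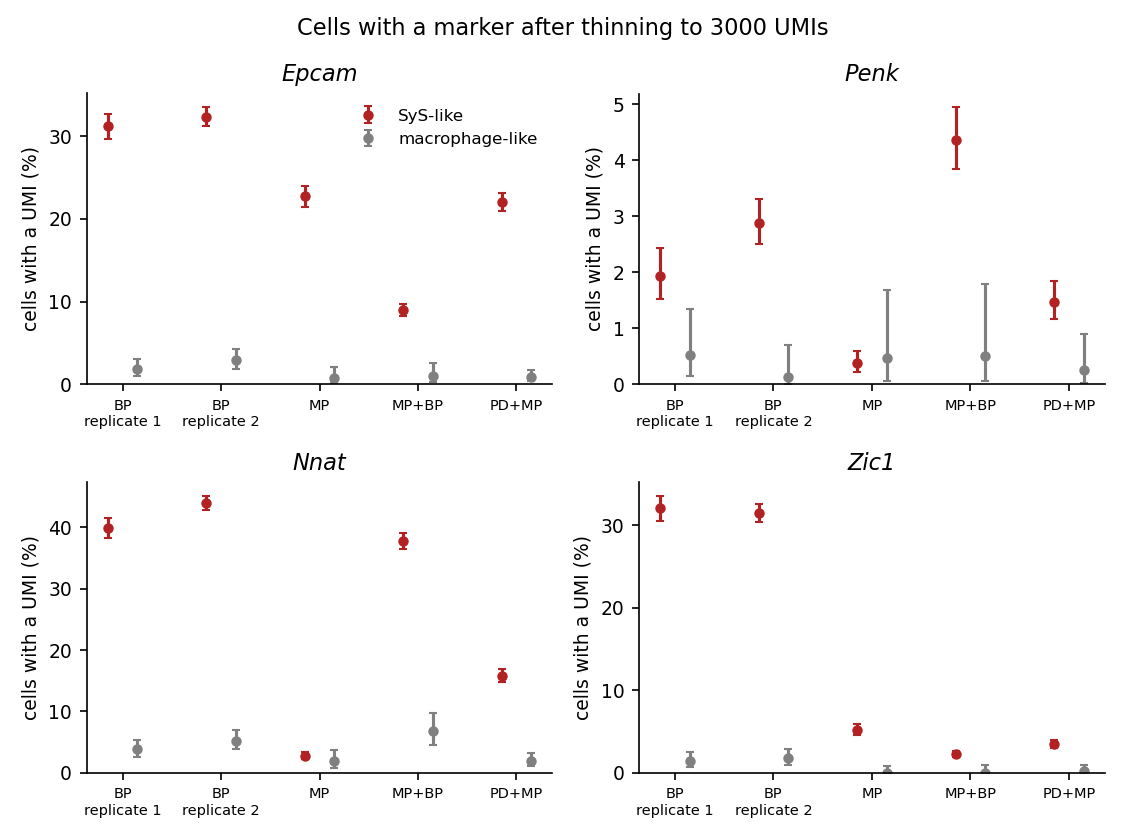
Share of SyS-like (red) and macrophage-like (grey) cells with at least 1 UMI of each gene (y axis, %) in each tumour (x axis) after thinning to 3000 UMIs, with exact 95% binomial intervals for counting error. *Zic1* is near 32% in the BP tumours and at 5.17% or below elsewhere, and the intervals of *Penk* and *Nnat* in MP overlap those of its macrophage-like cells.

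Whether these genes marked different cells within a tumour was tested by co-detection. The mean log odds ratio over tumours was -0.62 ± 0.46 (SD, n = 5) for *Penk* and *Nnat*, negative in 4 of 5 tumours, with an exact sign-flip p of 0.13 (adjusted over the 6 pairs 0.63). The exception was MP, where 0 cells held both against 0.445 under independence, so the sign of its value (0.05) comes from the 0.5 added to each entry and the p-value rests on it. The values were -1.02 and -0.84 in BP replicates 1 and 2, -0.95 in MP+BP, where 46 cells held both against 89.4 under independence, and -0.32 in PD+MP. Without MP the mean was -0.78. It was -0.39 ± 0.64 (SD, n = 5) for *Epcam* and *Penk* and -0.39 ± 0.76 (SD, n = 5) for *Penk* and *Zic1*, each negative in 4 of 5 tumours, with exact sign-flip p-values of 0.25 and 0.31. In MP the *Penk* pairs rest on 16 cells with a *Penk* UMI, and for *Penk* and *Zic1* too 0 cells held both, against 0.827 under independence. For *Epcam* with *Nnat* (0.04 ± 0.23), *Epcam* with *Zic1* (0.05 ± 0.20) and *Nnat* with *Zic1* (-0.09 ± 0.61; SD, n = 5) the exact sign-flip p-values were 0.75, 0.69 and 0.94. With 5 tumours no p-value below 0.062 is possible, so no pair could pass 0.05. Without thinning, *Epcam* with *Nnat* moved to 0.89 and *Epcam* with *Zic1* to 0.83, each at that smallest exact p-value. The pair *Penk* and *Zic1* stood apart in MP+BP, where 12 cells held both against 5.28 under independence, while in BP replicate 2 it was 37 against 62.5. *Nnat* and *Zic1* also stood apart in MP+BP, where 20 cells held both against 45.6 under independence, a log odds ratio of -1.12 against -0.14 to 0.45 in the other tumours.

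Cycling SyS-like cells made up 37.2% (95% interval 35.9% to 38.5%) of PD+MP, 27.2% (25.9% to 28.6%) of MP, 16% (15.1% to 17%) of MP+BP and 16.6% ± 5.0 (SD, n = 2) of BP, after thinning to 3000 UMIs. Unthinned shares were 51.7%, 50.1%, 29.0%, and 29.2% and 33.1% in BP replicates 1 and 2. Macrophage-like cells, which can also divide, gave 5.0% to 22.0%, and endothelial-like cells 9.36% to 25.1%. In BP replicate 1 and MP the intervals of both classes overlapped the SyS-like one, and in MP+BP that of endothelial-like cells did. In BP replicate 2 and PD+MP neither did. The source of the cycling UMIs in these classes was not tested. PD+MP had the highest CPM for each of the 10 cycling genes, for example 143 CPM of *Mki67* against 49.1 to 87.9 CPM elsewhere. Under the naming rule first tried, the shares of BP replicates 1 and 2 were 35.7% and 49.9%, the latter above PD+MP, so the order of the tumours, the highest included, depended on which clusters were counted as SyS-like.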

Values the study reported

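The study targeted 10,000 cells per tumour for capture. It kept cells with at least 750 detected genes and set the limit on the mitochondrial share of reads at 25%, after finding stable results with limits between 20% and 30%.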

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

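The tests in this part were chosen after the result had been seen. EGFP is an entry of the feature list that no comparison above uses, and neither the labels nor the study's text state its origin in these mice. Its UMIs were counted in SyS-like cells of all 5 tumours, with no control tumour at hand, and stood far above the limit that a count of 0 allows (0.0452 CPM or less). The lowest level was 31.5 CPM (counting interval 30.2 to 32.8) in MP+BP. It was 42.0 CPM in BP replicate 1, 34.8 CPM in BP replicate 2, 31.9 CPM in MP and 35.3 CPM in PD+MP, so the tumours differed little.

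Free RNA from other cells would give like levels in every class. EGFP in SyS-like cells was at least 13.5 times that in macrophage-like cells of the same tumour, with 0.638 to 2.37 CPM in the latter from 3 to 10 UMIs per tumour, which argues against that source. Stromal cells held 1.11 to 7.64 CPM, from 2 to 10 UMIs per tumour, also below SyS-like cells. Deeper SyS-like cells could also raise the share of cells with a UMI. After thinning to 3000 UMIs between 7.63% of SyS-like cells in MP and 11% in BP replicate 1 still held EGFP, against 0.25% to 1.25% of macrophage-like cells. The lowest ratio of the SyS-like share to the upper limit of the macrophage-like or endothelial-like one, whichever was higher, was 1.43, and other classes were not compared in this way. This ratio came from PD+MP, where 0 of 57 endothelial-like cells held EGFP. The limit used there was the exact binomial one of 6.27%, above the 5.26% that 3 counts would give. By cluster, EGFP ranged from 8.48 to 42.3 CPM in SyS-like clusters and reached 9.91 CPM in a cluster of another name, the fibroblast-like one. The neutrophil-like cluster was at 9.47 CPM, and the larger unnamed cluster, which carried SyS markers, at 16.47 CPM. Each of these lay above the lowest SyS-like cluster. An allele active in the cells that carry the fusion is a candidate explanation. No biological explanation was tested, since all 5 tumours carry the fusion.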

How the results depend on the processing

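The naming rule first tried, doublets at the automatic threshold, SyS-like sums thinned to the stromal depth, and the cell filters, doublets kept and clustering settings for the BAF list were chosen after seeing the data, and the other alternatives before the data were examined. Fibroblast-like cells alone were not run as comparator, since too few tumours held 20 of them. Without MP or PD+MP the comparison by biphasic label leaves 1 tumour on a side, and no call is given.

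The comparison of SyS-like with stromal sums kept its excess of higher genes under all alternatives, but the counts of 2600 higher and 1405 lower depended on them. Without scaling beyond total counts 4443 were higher, with a median shift of 0.41. With at least 10 counts in every sum 1250 were higher, where fewer genes were tested. Thinned to the stromal depth, 1435 were higher, and 53.8% of the 2600 genes and 65.9% of the 1405 were also called. The endothelial-like comparator gave 5062 higher and 2869 lower, and the macrophage-like one 5860 and 3441, where 365 of the 1405 lower genes were called higher. Leaving out 1 tumour gave from 1612 (without BP replicate 1) to 2957 higher genes and from 919 (without BP replicate 1) to 1737 lower. Without the tumour as a replicate block there were 2619 higher and 1519 lower. SAT genes called higher fell from 115 to 94, and BAF genes adjusted over the list alone rose from 6 to 7. Epithelial genes called higher fell from 5 to 4 over all genes, where *Cdh1* lost its call, and from 6 to 4 adjusted over the list alone. As sets, the lists stayed on the same side of the threshold with camera at the preset correlation and with fry.

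The SAT median stayed past the threshold throughout, from 1.58 to 3.86, and from 2.38 to 2.83 with a tumour left out. SAT genes called higher numbered 13 with at least 10 counts in every sum, where 15 were tested and 1 was lower, 72 after thinning to the stromal depth, where 86 were tested, and from 96 to 113 with a tumour left out. In the first 2 settings the drop goes with the fewer genes tested. The MAT difference from other genes ranged from -0.39 to -0.04 (-0.16 to -0.12 with a tumour left out) and was never past the threshold of camera. With fry it was past 0.05 without scaling (0.0012), with at least 10 counts in every sum (0.010), with the macrophage-like comparator (0.0024), with the naming rule first tried (0.013) and with thinned sums (0.0015), where the MAT medians were 0.28, -0.010, -0.13, -0.032 and -0.097. The cause was not tested.

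The epithelial median in SyS-like over stromal sums, 2.21, was 0.84 with doublets kept and 0.90 with doublets at the automatic threshold, and p-values by fry rose to 0.070 and 0.077, so this call depended on the removal of doublets. The mesenchymal median of -2.64 was 2.46 with the macrophage-like comparator and -1.02 with the endothelial-like one.

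The BAF difference of 0.22 was no longer past the threshold of camera with the endothelial-like comparator (0.15) or the macrophage-like comparator (0.065), with doublets kept (0.18), with the naming rule first tried (0.23), with doublets at the automatic threshold (0.19) and with thinned sums (0.14). The cause was not tested. With a tumour left out it ranged from 0.13 to 0.25 and stayed past it. The 6 BAF genes adjusted over the list alone became 12 without scaling and 2 with thinned sums, and from 2 (without BP replicate 1, MP or MP+BP) to 7 with a tumour left out.

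By biphasic label, DESeq2 called 451 genes higher and 112 lower where edgeR called 0 (1181 and 856 at an unadjusted p under 0.05), and leaving out a BP tumour or MP+BP also gave 0. The epithelial median of 1.12 passed the threshold of fry with at least 10 counts in every sum (0.69, fewer genes tested) and without BP replicate 2 (1.39). With a tumour left out it ranged from 0.61 to 1.57, the latter without MP.

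The SyS-like share of MP (62.5%) was 59.5% with at least 500 genes per cell, 76.3% with at least 1500 and 60.8% at Leiden resolution 0.5, and that of PD+MP (82.3%) was 80.8% under the naming rule first tried. With at least 1500 genes MP+BP rose from 69.6% to 85.9%, above PD+MP (83.1%). The naming rule moved BP replicates 1 and 2 most, from 65.6% and 80.8% to 19.1% and 24.0%, as the rule gave other names to clusters led by SyS genes. Shares of cells with a UMI followed the depth. Thinned to 2000 UMIs, 5000 UMIs and not thinned, *Epcam* was at 24.7%, 45.4% and 57.0% in BP replicate 2 and 6.99%, 13.7% and 20.5% in MP+BP, and *Penk* at 2.96%, 5.04% and 8.30% in MP+BP. *Penk* in MP was at 0.61% with 5000 UMIs and 0.98% not thinned. *Nnat* was at 33.8%, 59.4% and 71.6% in BP replicate 2 and 1.77%, 4.78% and 13.1% in MP, and *Zic1* at 22.9%, 46.1% and 65.4% in BP replicate 1 and 1.85%, 3.07% and 5.94% in MP+BP. Cycling cells were at 10.3%, 17% and 29.2% in BP replicate 1 and 31.2%, 45.5% and 51.7% in PD+MP. With at least 1 cycling UMI these were 25.6% and 55.4%, and with at least 3 they were 9.85% and 30.4%. *Penk* in MP+BP was 3.74% with at least 1500 genes per cell, *Zic1* in BP replicate 1 was 30.4% with a mitochondrial share up to 30%, and cycling cells of BP replicate 1 were 14.3% with doublets kept. Under the naming rule first tried *Penk* in MP+BP was 3.55%, *Nnat* in BP replicate 2 was 41.2%, *Zic1* was 21.3% in BP replicate 1 and 1.76% in MP+BP, and cycling cells were 35.7% in BP replicate 1 and 49.9% in BP replicate 2. With doublets at the automatic threshold cycling cells were 14.6% in BP replicate 1 and 39.0% in PD+MP. For these the cause was not tested.

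Mean CPM of BP under the naming rule first tried was 17.9 for *Penk*, 217 for *Epcam* and 119 for *Zic1*. The mean over cells gave 12.9 for *Penk* and 134 for *Zic1*. *Zic1* was at 146.7 with at least 1500 genes per cell and 146.8 with doublets at the automatic threshold, where the SD of 0.182 between the BP tumours makes any shift count.

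The exact sign-flip test of the co-detection pairs allows no p-value below 0.062 with 5 tumours and 0.125 with 4, so its side of the threshold says nothing about stability. The mean log odds ratios did move. Without thinning *Epcam* with *Nnat* was 0.89 and *Epcam* with *Zic1* 0.83, each at the smallest exact p-value of 0.062, and several pairs changed sign. *Epcam* with *Nnat* was -0.0047 thinned to 2000 UMIs, -0.024 with a mitochondrial share up to 20% and -0.015 with at least 500 genes per cell, and ranged from -0.023 to 0.12 with a tumour left out. *Epcam* with *Zic1* was -0.065 thinned to 2000 UMIs and ranged from -0.032 to 0.10. *Penk* with *Zic1* was 0.074 not thinned, and ranged from -0.72 to -0.25. *Nnat* with *Zic1* was 0.12 thinned to 2000 UMIs, 0.74 not thinned, 0.010 with a mitochondrial share up to 30%, 0.018 with at least 500 genes per cell, 0.0075 with at least 1500, 0.084 with doublets kept, 0.032 under the naming rule first tried and 0.034 with doublets at the automatic threshold, and ranged from -0.22 to 0.17, the latter without MP+BP. The cause was not tested.

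Of 1503 alternatives over 67 single genes, 1393 kept direction and side of the threshold, 42 passed it, 22 lost it and 46 changed sign. Among lost calls were *Hoxa13* without PD+MP and without the replicate block, *Trim9* with doublets kept (1.60), and *Cdh1* in SyS-like over stromal sums without BP replicate 1 (2.60), without the replicate block (3.50), with doublets kept (0.81) and with doublets at the automatic threshold (0.75). With the macrophage-like comparator the log2 fold change was -0.95 for *Spint1*, -0.15 for *Brd9*, -0.43 for *Bicra*, -0.38 for *Dpf2*, -0.13 for *Arid2*, -0.51 for *Brd7*, -0.085 for *Phf10*, -0.31 for *Smarcc2*, -0.23 for *Smarce1* and 1.45 for *Penk*. With the endothelial-like one it was -0.070 for *Brd9*, -0.72 for *Bicra*, -0.089 for *Dpf2*, -0.61 for *Arid2*, -0.18 for *Smarce1* and 3.98 for *Penk*. With pericyte-like cells alone it was -0.035 for *Brd9*, -0.016 for *Dpf2*, -0.067 for *Smarcb1* and 1.24 for *Penk*. DESeq2 gave -0.045 for *Brd9*, -0.033 for *Dpf2* and -0.034 for *Smarcb1*. Doublets kept gave -0.34 for *Cldn7*, -0.0052 for *Dpf2* and -0.022 for *Smarcb1*, and the automatic threshold -0.49 for *Cldn7*, -0.033 for *Dpf2* and -0.0098 for *Smarcb1*. Clustering on log-normalised values gave 0.56 for *Penk* and -0.069 for *Brd9*, which was also at -0.0015 with no replicate block, -0.020 at Leiden resolution 2 and -0.038 with all genes allowed as features. The naming rule first tried gave -0.048 for *Dpf2*, -0.045 for *Arid2* and, by biphasic label, 0.13 for *Krt8*. Thinned sums gave -0.081 for *Dpf2* and -0.059 for *Smarcb1*. With a tumour left out *Brd9* ranged from -0.10 to 0.19, *Dpf2* from -0.030 to 0.13, *Arid2* from -0.064 to 0.19 and *Smarcb1* from -0.059 to 0.13. The cause was not tested. Of class shares and CPM values, 280 moved and 1481 did not.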

Other observations

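The tests in this part were chosen after the results had been seen, except the splits with DESeq2, the neighbours of *Peg3* and the list of imprinted genes.

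Other splits of the tumours bear on both comparisons. With the classes swapped within tumours, 1 of the 16 splits gave as many calls between SyS-like and stromal sums, namely the real one, and every other split gave 0, but 16 splits allow no share below 0.062. The calls could also follow the deeper SyS-like sums. With these thinned to the stromal depth, the median log2 fold change of the 86 SAT genes still tested was 2.76, against 2.89 for the same genes before. In each case 72 were higher, which argues against depth as the cause of the difference in these genes. The SAT genes that were no longer tested after thinning could not be judged in this way. For the biphasic label, 10 of the 10 splits into 3 and 2 tumours gave as many calls with edgeR, since all gave 0. With DESeq2 3 of the 10 splits gave as many as the real 563. The split with MP and MP+BP apart gave 898, and that with both BP replicates apart gave 605. These 10 splits cannot give a share below 0.10, and the label cannot be told apart from other differences between the tumours.

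One of these differences was in sex-linked genes, on which the labels say nothing. *Xist* (chromosome X, 103460366 to 103483254) reached 1508 to 3943 CPM in SyS-like cells of the BP, MP and MP+BP tumours and 0.336 CPM (24 UMIs) in PD+MP, which is 0.0223% of the lowest other tumour. Y-linked *Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d* were at 135, 84.9, 37.9 and 20.7 CPM in PD+MP. Elsewhere they were at 0.0543 CPM or less, apart from *Ddx3y* at 2.07 to 3.69 CPM. Stromal, endothelial-like and macrophage-like cells showed the same pattern, with 0 UMIs of *Xist* in PD+MP and at least 1382 CPM in the other tumours. A library mixed from animals of both sexes would hold both kinds of transcript, which the *Xist* level in PD+MP argues against. A male animal for PD+MP and female animals for the rest are a candidate explanation. Sex then differs between PD+MP and every other tumour, and a mislabelled sample stays open.

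In MP, the imprinted gene *Peg3* (chromosome 7, 6703892 to 6730431) was at 0.474 CPM (counting interval 0.330 to 0.659) in SyS-like cells, against 25.5 to 39.7 CPM in the other tumours. A variant against the reference would lower the count in every cell of the animal. The stromal cells of MP held 9.59 CPM (6.27 to 14.1), which argues against it. Silencing of the whole imprinted domain may lower its neighbours too. *Usp29* was at 0.0947 CPM (0.0381 to 0.195) in MP, the lowest of the tumours, but the interval overlapped that of PD+MP (0.139 to 0.381), and *Zim1* was at 0 UMIs, so this stays open. *Nnat*, on another chromosome and also imprinted, was at 8.87 CPM in SyS-like cells of MP and at 5.54 CPM (3.1 to 9.13) in its stromal cells. As the level in SyS-like cells was not below the stromal one, a variant cannot be told apart from a low level in the tumour cells. No biological explanation of either gene was tested.

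In PD+MP, *H19* (chromosome 7, 142575529 to 142578143) and *Igf2* (142650766 to 142666816 on the same chromosome), which share an imprinted domain, were both high, at 231 and 1315 CPM in SyS-like cells. Elsewhere they reached at most 0.447 and 37.7 CPM. If stromal, endothelial-like or macrophage-like cells were the source, these would hold more than SyS-like cells. The highest level among these 3 was 48.9% of the SyS-like one, for *H19* in stromal cells, which argues against them. Fibroblast-like cells alone and the smaller classes were not measured. The stromal cells of PD+MP were mostly fibroblast-like and can have a level of their own. Sex, histology and animal cannot be separated in this single tumour, and no biological explanation was tested.

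These genes led to the question whether imprinted genes in general differed more between the tumours than other genes. Of 45 listed, 8 had been noticed or looked at before and were left out, and 26 had enough counts. Their median SD of log2 CPM between tumours was 0.38, against 0.30 in 10000 random lists matched on expression, at the percentile of 94.8. That lies below the 95% set before the test, so the result was negative. A few imprinted genes noticed by chance remain a possible explanation. Among the 26, *Sgce* was at 27.7 and 28.7 CPM in BP replicates 1 and 2, 7.66 CPM in MP, 1.79 CPM in MP+BP and 1.34 CPM in PD+MP.

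*Zic1*, *Zic4* and *Gm29478*, side by side on chromosome 9, and *En1* on chromosome 1 were high in both BP tumours and low in MP+BP, so they followed the pair of BP tumours and not the biphasic label. *Zic4* was at 99.4 and 123 CPM in BP replicates 1 and 2 and at 2.03 CPM in MP+BP. Since both BP labels share their leading number, a common animal or litter cannot be excluded. No explanation was tested.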
